A study of Mus musculus with 2 samples. Its data were reported in "Critically short telomeres derepress retrotransposons to promote genome instability in embryonic stem cells" (2023).

How the data were processed

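ATAC-seq was performed by the authors on WT and Terc-/- mouse ESCs, with 1 library per genotype. According to the study's methods, reads were trimmed with Cutadapt and mapped to mm10 with Bowtie2, mitochondrial reads were removed, PCR duplicates were removed with Picard, and peaks were called for each library with MACS2 in paired-end mode. The submitters' processing notes name FastQC 0.11.9. The input here was the peak list of each library, as deposited. Reads and coverage tracks were not used here.

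In each deposited list the score is the whole part of 10 times the −log10 q value. The deposited fold enrichment is the ratio of the fragment pileup at the summit to the local background of the same library, with a pseudocount of 1. The deposited significance values are the −log10 of the Poisson p at the summit and the −log10 of the q value within the library. The deposited summit position is a distance in bp from the start of the peak. The lowest −log10 q was 1.32 in WT and 1.34 in Terc-/-.

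Fold enrichment and −log10 p were solved together for the pileup at the summit, which is a whole number, and for the local background. The largest relative error of the solution was 6.57e-06 in WT and 8.26e-06 in Terc-/-. The lowest local background in a library was taken as its background coverage. Read depth per library was not given in the sources used here, so this coverage stands in for depth: 0.483 in WT and 0.208 in Terc-/-. At these levels the lowest pileup called was 6 fragments in WT and 4 in Terc-/-. If the shortest peak (103 bp in WT, 155 bp in Terc-/-) equals the mean fragment length, WT had 3.50 times as many fragments.

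Positions refer to GRCm38 (mm10), 1-based, with genes from GENCODE M 21 (basic set). The soft-masked genome sequence was used for masking, motifs and copy number, and no repeat annotation was used. Each peak was placed in 1 class of sequence by its content. Telomeric peaks had at least 0.3 of their bases in telomeric repeats. Mitochondrial-like and ribosomal-like peaks shared at least 0.3 of their 31-mers with the mitochondrial genome or of their 16-mers with a ribosomal locus at 17:39843013-39848788. Microsatellites had a run of at least 24 bp of units up to 6 bp. Longer-unit tandem repeats had at least 0.5 of their 12-mers repeated within the peak and 300 bp on each side. Interspersed multi-copy peaks had a median 31-mer count of at least 5 in the genome. The remaining peaks were called low-copy, and peaks on unplaced contigs were kept apart.

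Promoters were defined as within 2 kb of a TSS. Peaks of the 2 libraries were called shared when they overlapped by at least 1 bp. Random placement moved each peak on its own chromosome outside assembly gaps, 1000 times. Gene lists were compared with 10000 random lists matched on promoter GC content in 20 bins of a 1000 bp window. Motifs were searched as consensus strings on either strand in 200 bp around the summit, with a GC-matched control window taken 5 to 50 kb away from each peak. Pileup over background is the summit pileup divided by the background coverage of the library. Regions far above both calling limits are shared regions whose geometric mean of this value over the libraries was at least 4 times the higher of the 2 limits. Subtelomeric shares used 1 Mb and 20 Mb from the distal end.

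The genes named in the report follow a fixed rule: the 10 genes with the highest fold enrichment whose promoter has a peak in Terc-/- only, the 10 in WT only and the 5 in both (by the geometric mean of the 2 folds), protein-coding genes first, up to 4 members of each fixed list, the genes Terc, Ret and Ostf1, and the 5 strongest peaks of each library away from promoters. This rule, the gene lists, the motifs, the main settings and the other settings listed below were set before the data were examined. The classes of sequence, and everything that rests on them, were chosen after the data were seen. The same holds for microsatellite units, dinucleotide runs of at least 24 bp, open reading frames of at least 1200 codons within 8000 bp, gene types within 500 bp of a TSS, the 60 Mb windows in steps of 5 Mb, and the thinning of WT pileups to the Terc-/- background in 100 draws.

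No test between the groups was made, because each has 1 library. Shares are given with Wilson 95% intervals. Alternatives were thresholds on −log10 q and on fold enrichment, merged peaks, assembled chromosomes only, equal numbers of peaks, other overlap, promoter and subtelomere distances, protein-coding genes only, a shorter motif window, motifs without promoter peaks, summits in place of bases for masking, the 5th percentile of the local background, and a solution without the pseudocount. Alternatives added after the data were seen were low-copy peaks only, pileup over background in place of fold enrichment (at all shared regions and at those far above both calling limits), either chromosome end in place of the distal end, and WT thinned to the Terc-/- background.

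Analyses were run with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and matplotlib 3.10.9. The solution for pileups, the overlap, the thinning and the list percentiles were tested on simulated data.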

Results

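Microsatellites made up the greater part of the additional ATAC-seq peaks listed for Terc-/- embryonic stem cells (ESCs): 1576 against 343 in wild type (WT). Low-copy sequence had 387 peaks against 80, and interspersed multi-copy sequence had 274 against 58. Tandem repeats of longer units did not follow this pattern, with 967 peaks in Terc-/- and 987 in WT. Telomeric repeats had 33 and 44 peaks, and unplaced contigs 44 and 59. In all, 3292 peaks were listed for Terc-/- and 1593 for WT, a ratio of 2.07, and they covered 879 kb and 433 kb. At a −log10 q of 5 or more the ratio was 1.11 (1036 against 937 peaks), with 395 against 198 microsatellite peaks, 50 against 53 low-copy peaks and 34 against 31 interspersed multi-copy peaks. Median peak widths were 217 and 208 bp. Each genotype is represented by 1 library without replicate, so no test across peaks was made, and the 95% intervals below are Wilson intervals that cover counting error only. Fold enrichment and summit values are the authors' own, and pileups were solved from them.

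**Figure D1:**
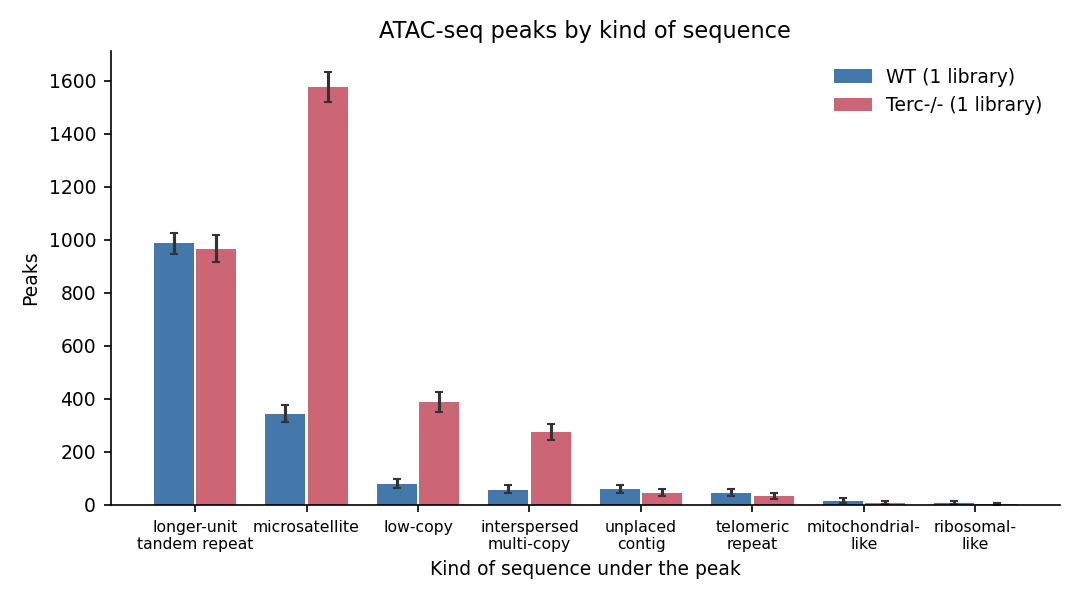
ATAC-seq peaks by the kind of sequence under the peak, in 1 WT and 1 Terc-/- library. Error bars are 95% intervals of the share of each list, times the number of peaks in the list.

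Both lists rest on sparse coverage. Background coverage was 0.208 fragments per base in Terc-/- and 0.483 in WT. At the summit, the median peak held 6 fragments in Terc-/- and 10 in WT, and the median fold enrichment was 4.97 and 6.41. Peaks with 4 to 6 fragments at the summit were 59.9% of the Terc-/- list (1972 peaks) and 6.59% of the WT list (105 peaks). Microsatellites were 57.7% of these weak Terc-/- peaks and 33.2% of the stronger ones.

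Repeats of AC and AG accounted for most of the microsatellite difference. AC repeats lay under 595 peaks in Terc-/- and 46 in WT (12.9 times), and AG repeats under 565 and 64 (8.83 times). AT repeats lay under 65 Terc-/- peaks and 0 WT peaks. AGAT repeats went the other way, with 30 peaks in Terc-/- and 52 in WT, while AAG repeats had 43 and 23 and AGAGGC repeats 42 and 34. AC and AG together made up 73.6% of microsatellite peaks in Terc-/- (95% interval 71.4 to 75.7) and 32.1% in WT (27.4 to 37.2). The median repeat run was 44.5 bp in Terc-/- and 72 bp in WT. Of all 243829 AC runs of at least 24 bp in the mouse genome, 0.451% had a Terc-/- peak and 0.0603% a WT peak. For the 111107 AG runs the shares were 0.686% and 0.0783%, and for AG runs of at least 60 bp they were 1.43% and 0.366%.

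GC-rich arrays of units of 200 bp or slightly more formed a separate group of tandem repeats, with 175 peaks in Terc-/- and 134 in WT (1.31 times). The promoters of mouse LINE-1 elements are arrays of monomers of about this length. An open reading frame of at least 1200 codons lay within 8 kb of 109 of these Terc-/- peaks (62.3%, 54.9 to 69.1) and 80 of these WT peaks (59.7%, 51.2 to 67.6). Random windows had one in 2.12% and 1.43% of cases, and peaks on tandem repeats of other unit lengths in 1.89% and 1.76%. At the 27 arrays shared by both libraries, pileup over background was higher in Terc-/- at all 27, with a median log2 ratio of 1.22. The median log2 ratio of fold enrichment there was -0.01. Peaks on these arrays had median pileups of 7 in Terc-/- and 8 in WT, and the calling limits raise pileup over background at weak Terc-/- regions. Examples chosen after the values were seen are the array in an intron of Ptprd at 4:76214139-76214587 (fold 8.62, unit 208 bp), listed in both libraries, and the array 14.3 kb from Btc at 5:91417094-91417431 (fold 7.98), listed in WT. Families such as L1Md_T, L1Md_Gf or MT2/MERVL were not assigned here, because no repeat annotation was used. The increased ATAC-seq signal that the paper reports at these families in G4 Terc-/- ESCs was therefore not examined.

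**Figure D2:**
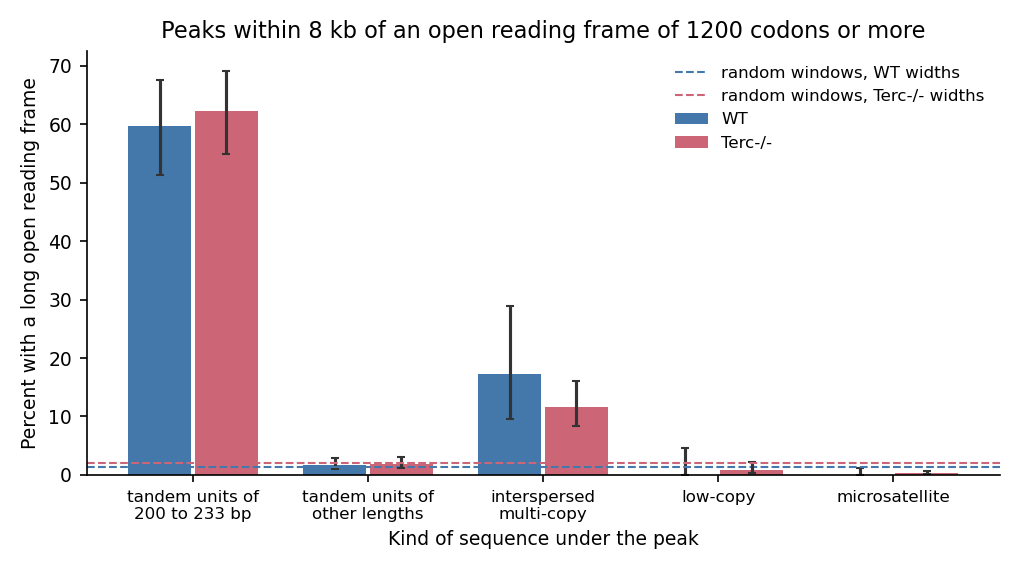
Peaks that lie within 8 kb of an open reading frame of at least 1200 codons, by kind of sequence. Error bars are 95% intervals, and dashed lines give the share of random windows.

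Low-copy peaks lay near transcription start sites (TSSs) more often than random windows in both libraries. Of 387 in Terc-/-, 69 (17.8%) had their summit within 250 bp of a TSS, 13.5 times the share of random low-copy windows, and a further 30 lay within 500 bp (5.27 times). From there to 1000 bp the share was near that of random windows (11 peaks, 1.21 times). In WT, 6 of 80 low-copy peaks (7.5%, 3.48 to 15.4) lay within 250 bp, 5.56 times the share of random windows, and a further 2 within 500 bp (2.25 times). From there to 1000 bp WT had 5 peaks (2.32 times). Within 2 kb of a TSS lay 129 low-copy Terc-/- peaks (33.3%, 28.8 to 38.2; random placement 8.58%) and 17 low-copy WT peaks (21.3%, 13.7 to 31.4; random placement 8.39%). Over all kinds of sequence the promoter shares were 10.2% in Terc-/- and 9.73% in WT. They were 6.54% and 7.29% for microsatellites, and 7.86% and 9.02% for longer-unit tandem repeats. Among low-copy Terc-/- peaks the promoter share was 21.6% at 4 fragments, 35.8% at 5, 48.8% at 6, 57.1% at 7, 62.5% at 8 to 9, 80% at 10 to 12 (5 peaks) and 35.5% at over 12 (31 peaks).

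**Figure D3:**
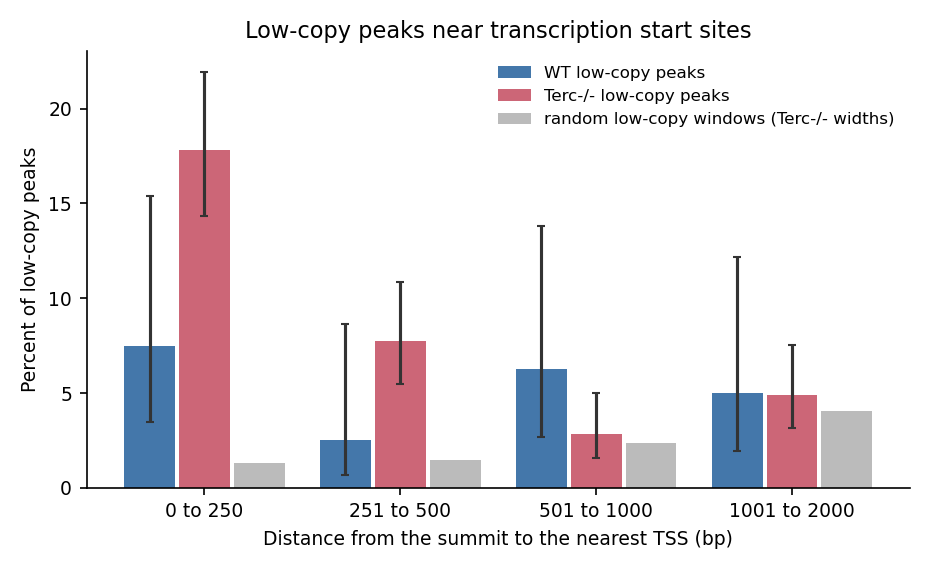
Low-copy peaks by distance from the summit to the nearest transcription start site, with random low-copy windows for comparison. Error bars are 95% intervals.

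Small nuclear and small nucleolar RNA genes were among the start sites with a low-copy Terc-/- peak, a grouping chosen after the values were seen and not tested. Of the 99 low-copy Terc-/- peaks within 500 bp of a TSS, 15 (15.2%, 9.40 to 23.5) were at small nuclear or small nucleolar RNA genes, which are 5.21% of annotated genes. They include the U3 genes Rnu3b1, Rnu3b2 and Rnu3b4, the U1 genes Rnu1a1, Rnu1b1 and Rnu1b2, and the U2 gene Rnu2-10. None of the 15 overlapped a WT peak, and their pileups ran from 4 to 13 with a median of 8. This holds for low-copy peaks and not for such genes in general. On interspersed multi-copy sequence, the small nuclear RNA gene Gm23971 had a peak within 500 bp in both libraries (pileup 14 in Terc-/-, 10 in WT). The small nucleolar RNA gene Gm23953 had one in WT only (pileup 20). Protein-coding genes had 60 of the 99 peaks (60.6%, 50.8 to 69.7; 39.6% of annotated genes), 59 of them not listed in WT, with a median pileup of 5. The 8 such WT peaks lay at Gm10801, Gm23935, Gm24270, Mir6236, Gm11399, Gm24187, Rn7s1 and Gm47305. Of these, 5 were at genes annotated as miRNA and 1 at a protein-coding gene, Gm10801, with a pileup of 2152.

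Bbs9 and Aph1b are low-copy protein-coding promoters with a peak listed in Terc-/- only. The Bbs9 summit lay 47 bp upstream of the TSS (fold 7.04) and the Aph1b summit 398 bp upstream (fold 7.03). By fold enrichment, the other leading protein-coding genes with a promoter peak in Terc-/- only were Gm20594 (13.7), Fam198a (10.6), Rtcb (9.46), Ifitm1 (8.63), Pkhd1l1 (8.28), Gm9844 (7.83), Cartpt (7.69) and Unc45a (7.12). Of these 8, the peak at Gm20594 was low-copy, and the others lay on microsatellites or tandem repeats. In WT only, the leading genes were Kpna1 (28.3), Tas2r134 (15), Bod1 (14.3), Brk1 (10.8), Gm11213 (10.8), Klk15 (10.4), Ogfr (9.18), Apoc2 (7.33), Podnl1 (7.05) and Ip6k3 (6.72). Kpna1 was the low-copy case among these 10. By the geometric mean of the 2 folds, the leading genes with a peak in both were Gm21738, Gm10800, Aida, Gm10722 and Asmt, of which Aida was low-copy, with folds of 13.2 in Terc-/- and 21.3 in WT. Over all gene types, 393 genes had a promoter peak in Terc-/- and 142 in WT, with 65 in both, 328 in Terc-/- only and 77 in WT only. For protein-coding genes with low-copy promoter peaks the numbers were 100 and 6, with 2 in both. Of the 98 in Terc-/- only, 84 had 4 to 6 fragments and 1 had 10 or more, and the lowest pileup called in WT was 6. At a −log10 q of 5 or more, 80 genes of all types had a promoter peak in Terc-/- only and 40 in WT only.

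Terc, Ret and Ostf1 had no peak at the promoter or in the gene body in either library. The nearest peak to the Terc TSS was 40.7 kb away in Terc-/- and lay at Rnu1b2, and 370.1 kb away in WT. For Ret the distances were 192.1 kb and 192.4 kb, and for Ostf1 349.2 kb and 6281 kb. The paper reports increased ATAC-seq signal at Ret and Ostf1 in G4 Terc-/- ESCs. That is a measure of coverage, which the peak lists do not hold. None of the 300 annotated genes in the 15 fixed lists had a promoter peak in either library. The lists cover 2-cell genes, pluripotency, DNA repair, p53 targets and apoptosis, telomere maintenance, retrotransposon silencing, the piRNA pathway, inflammation and interferon, cancer pathways, fibroblast feeder, primitive endoderm, trophoblast and early lineage markers, housekeeping genes, and the genes named by the study. Random lists matched on promoter GC content held a mean of 2.46 genes with a Terc-/- peak and 0.494 with a WT peak, and 8.58% of them also held 0 in Terc-/-. For the 2-cell list alone the random mean was 0.181 in Terc-/- and 0.0617 in WT, so a count of 0 there carries little information. The same holds for the genes named by the study, with random means of 0.0393 in Terc-/- and 0.0115 in WT.

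Telomeric repeats were the kind of sequence on the assembled chromosomes most often listed in both libraries, apart from 8 mitochondrial-like Terc-/- peaks that all overlapped. Overlap with a WT peak was found for 97% of telomeric peaks in Terc-/-, 30.0% of longer-unit tandem repeat peaks, 9.07% of microsatellite peaks and 8.27% of low-copy peaks. From the WT side the shares were 72.7%, 30.5%, 42.6% and 36.3%. Of 22 low-copy Terc-/- peaks with at least 20 fragments, 20 overlapped a WT peak, and of 58 such WT peaks 28 overlapped a Terc-/- peak. Over all peaks, 16.7% of the Terc-/- list (15.5 to 18.0) overlapped WT, and 35.9% of the WT list (33.6 to 38.3) overlapped Terc-/-. On the assembled chromosomes, random placement gave 0.0313% and 0.0668%.

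Regions shared by both libraries include a tandem repeat in an intron of Chl1 at 6:103649050-103649295 (pileup 1109 in Terc-/-, 2227 in WT) and the multi-copy region 12:3109870-3110114. Shared low-copy regions lay in Gm33838 at 9:35305222-35305591 and in an intron of Kctd16 at 18:40308046-40308362. The pileup in Gm33838 was 1719 in Terc-/- and 2815 in WT, or 8274 and 5825 times background. Low-copy rests on 31-mer counts in the assembled chromosomes, so it does not show that such regions are single-copy in the cells. The low-copy region X:143483005-143483110, 35.5 kb from Pak3, had a fold of 73.4 and was listed in WT only. Fold enrichment at the 572 shared regions was 7.33 at the median in Terc-/- and 7.18 in WT, and was higher in Terc-/- at 216 (37.8%). With a pseudocount of 1 and backgrounds below it, this fold follows fragment number at weak regions and is not directly comparable between the libraries. Pileup over background gave the other direction, higher in Terc-/- at 481 (84.1%), with median log2 ratios of 1.19 at microsatellites, 0.88 at longer-unit tandem repeats and -0.21 at 29 low-copy regions. The lowest called peak stood at 19.3 times background in Terc-/- and 12.4 times in WT, which raises these ratios at weak regions. At 205 shared regions far above both limits, 160 (78.1%, 71.9 to 83.2) were higher in Terc-/-, with a median log2 ratio of 0.60, and the ratio was 0.82 at 31 microsatellites, 0.66 at 69 longer-unit tandem repeats, 0.04 at 22 low-copy regions and -0.06 at 26 telomeric repeats.

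**Figure D4:**
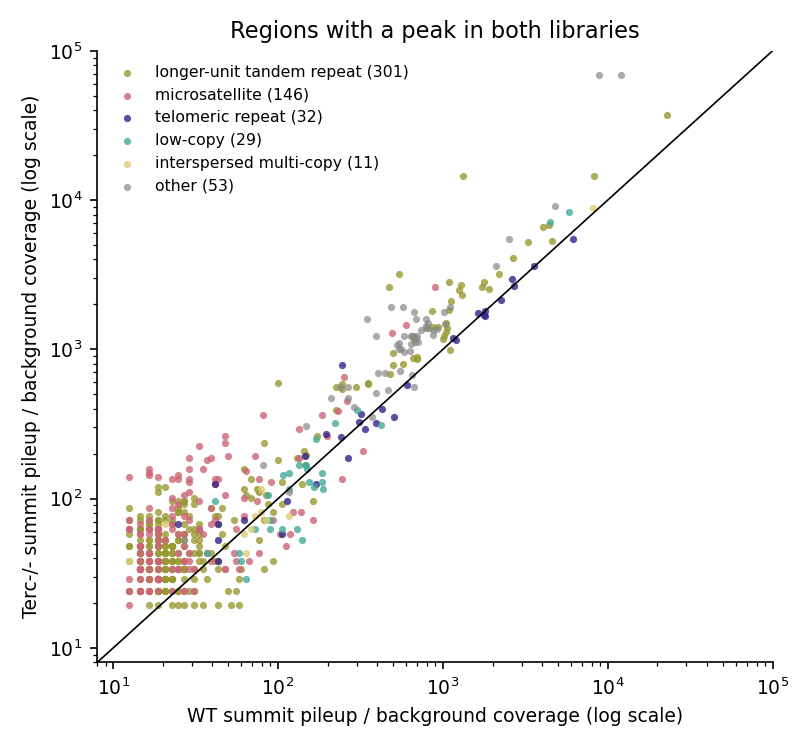
Summit pileup over background coverage at regions with a peak in both libraries, by kind of sequence. The line marks equal values.

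Telomeric repeats at the distal chromosome ends gave similar values in the libraries once scaled to background. Their 14 shared regions on 13 chromosomes had a median log2 ratio of -0.06 in pileup over background, with quartiles of -0.09 and 0.02, and 5 were higher in Terc-/-. Fold enrichment at these regions was lower in Terc-/- at all 14, with a median log2 ratio of -0.53. Examples are 13:120321445-120321639 near Tcstv3 (fold 45.3 in Terc-/-, 67.3 in WT), 1:195371727-195371970 and 19:61331278-61331563. The WT peak near Tcstv3 is 95.4% telomeric repeat, with a median 31-mer count of 1835 in the genome. Fragments from other telomeric repeats may be placed at such regions, so the 14 are not independent values of 13 chromosomes. Of all peaks on the assembled chromosomes, 1.79% in Terc-/- (1.38 to 2.30) and 3.13% in WT (2.37 to 4.12) lay within 1 Mb of the distal end, against 0.762% and 0.784% at random. Within 20 Mb the shares were 19.7% and 22.5%, against 15.7% and 16.1%.

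Proximal chromosome 6 had fewer Terc-/- peaks than any other autosomal window of 60 Mb, a region and a count chosen after the values were seen. From 6:3000001 to 6:63000000 there were 25 Terc-/- peaks on microsatellites, low-copy and interspersed multi-copy sequence, against a median of 53 over 263 windows and a lowest value of 34 on other chromosomes. Per 1000 TSSs the Terc-/- count was 15.2, and 4 of 245 windows on other chromosomes were as low. The region holds 1648 TSSs, against a median of 1808. WT had 11 such peaks there, against a median of 10. Longer-unit tandem repeats gave 16 peaks in Terc-/- and 15 in WT. Low-copy Terc-/- peaks in the region were 2, near Ahcyl2 and Vmn1r10, each with a pileup of 4. Chromosome 6 as a whole had 188 and 78 peaks, a ratio of 2.41 (1.85 to 3.14), against an autosomal median of 2.19 and a range of 1.30 on chromosome 11 to 2.66 on chromosome 12. On X the ratio was 2.92 and on Y 1.14.

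**Figure D5:**
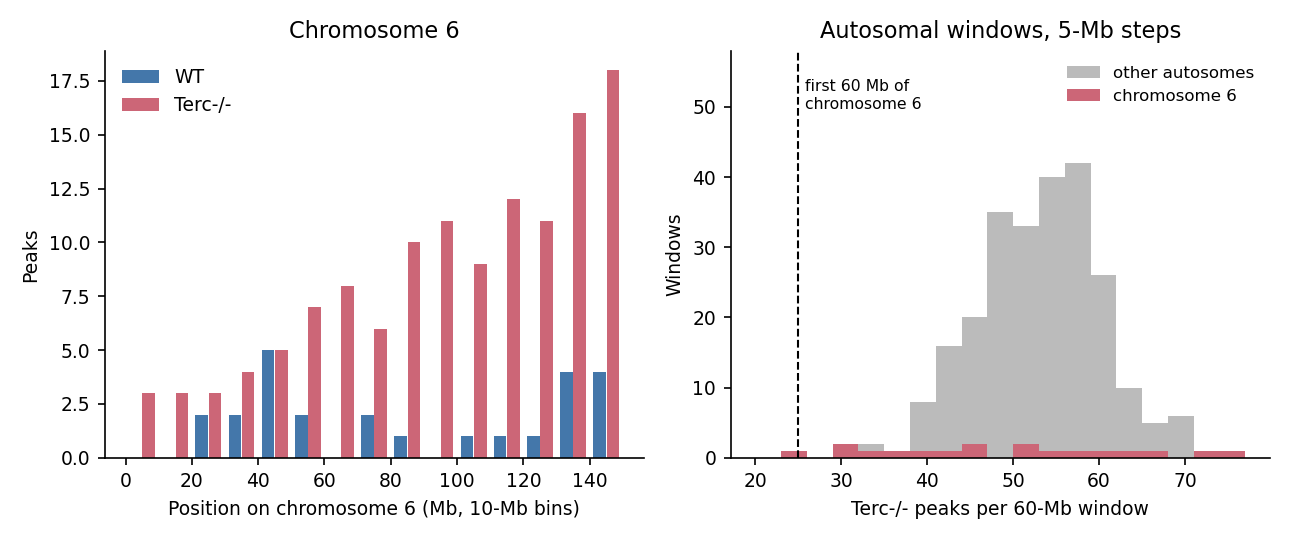
Peaks on microsatellites, low-copy and interspersed multi-copy sequence along chromosome 6, and Terc-/- peaks per 60 Mb autosomal window. The dashed line marks the first window of chromosome 6.

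The CCAAT box bound by NF-Y was more frequent at low-copy Terc-/- promoters than nearby. It was in 38 of 129 windows (29.5%, 22.3 to 37.8) against 8 GC-matched windows (6.2%). Its consensus string is the shortest of those searched, so shares compare with their controls and not between motifs. The ETS consensus used for Elk1 was in 8 of 129 windows against 1, and the SP/KLF consensus in 6 against 2. The YY1 consensus was in 0 peaks of either library, against 0 control windows in Terc-/- and 1 in WT, so these counts carry little information. Over all Terc-/- peaks the ETS consensus was in 9 of 3247 against 4 control windows and the MafK consensus in 3 against 3. In WT each was in 1 of 1533, against 5 and 4. The CCAAT box over all peaks was below its control, with 8.1% against 9.24% in Terc-/- and 6.26% against 9.46% in WT. By kind of sequence in Terc-/-, it was in 21.2% of interspersed multi-copy peaks against 11.3%, and in 3.87% of microsatellite peaks against 8.69%. At the 17 low-copy WT promoters the CCAAT box was in 3, against 2 nearby.

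Introns held 38.8% of Terc-/- peaks (37.1 to 40.5) and 45.1% of WT peaks (42.6 to 47.5), and intergenic sequence 49.0% (47.3 to 50.7) and 40.6% (38.2 to 43.0). Soft-masked repeats covered 57.4% of peak bases in Terc-/- and 56.3% in WT, against 34.6% and 34.9% at random. Among low-copy peaks the masked share was 21.9% and 27.3%. Other kinds of sequence differed more: 65.8% and 94.7% at microsatellites, and 91.9% and 65.5% at interspersed multi-copy peaks. At longer-unit tandem repeats it was 51.8% and 47.7%.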

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

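All tests in this part were chosen after the result they examine was seen. More peaks were listed for Terc-/- than for WT although the Terc-/- library had the lower background. Deeper sequencing of Terc-/- would give it the higher background, and the ratio of WT to Terc-/- background was 2.33, which argues against that reading. Chance pileups at a low background, if spread evenly over the genome, would fall at promoters and microsatellites no more often than random windows do. Among Terc-/- peaks of 4 to 6 fragments, 29.9% of low-copy peaks lay at promoters (95% interval 25.2 to 35.1; random placement 8.58%), and 57.7% of peaks were microsatellites (random windows 6.71%). These values argue against evenly spread chance pileups alone for these groups as a whole. Whether fragments are placed at simple repeats in error was not tested. A less enriched WT library and more open chromatin in Terc-/- ESCs cannot be told apart, since 1 library per genotype confounds them. There were 167 genes with a low-copy promoter peak in Terc-/- and no WT promoter peak, 128 of them with 4 to 6 fragments. Of the 167, 63 had a lower 95% bound above 10.35 times background and 104 did not. The lowest called WT peak stood higher, at 12.4 times background, and that limit could not raise the count of 63.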

How the results depend on the processing

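Settings with low-copy peaks only, pileup over background, either chromosome end or thinned WT pileups were chosen after the results were seen. No paired analysis was possible because each genotype has 1 library. Of 171 comparisons with another setting, 97 stayed near the main value (ratios and counts within a factor of 1.5, other values within the 95% interval of the main value), 69 moved, and 5 changed the sign of a difference whose interval had excluded no difference. Of these 5, the 2 shares of shared regions with the higher pileup over background are the values whose own intervals also exclude no difference. Direction also differed for 3 values without such a difference or interval: the promoter share at a −log10 q of 3 or more (-0.017 points), masked bases with low-copy peaks only and the background without the pseudocount, given below. Unless stated, the cause was not tested.

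The peak ratio of 2.07 became 1.11 at a −log10 q of 5 or more, 1.23 at a fold enrichment of 5 or more, 4.84 with low-copy peaks only and 3.15 with WT thinned to the Terc-/- background. Equal numbers of peaks give no such ratio by construction. The ratio of covered length (2.03) became 1.17 at q 5, 1.33 at fold 5 and 1.16 with equal numbers. For microsatellites (4.6) the ratio became 2.0 at q 5, 2.19 at fold 5 and 1.93 with equal numbers. For low-copy peaks (4.84) it went to 0.943 at q 5 (50 peaks against 53; 95% interval 0.643 to 1.39), and became 2.45 at a −log10 q of 3 or more, 1.61 at fold 5 and 1.21 with equal numbers (0.903 to 1.63), while thinning WT gave 6.31. At q 5 and with equal numbers, no excess of low-copy peaks beyond counting error was seen in Terc-/-. For longer-unit tandem repeats (0.980) the ratio was 0.851 at fold 5 (95% interval 0.769 to 0.942) and 0.683 with equal numbers (0.619 to 0.753), both below 1 although within the factor given above. Without the pseudocount the background ratio (2.33) became 0.987, but the median relative error of that solution was 0.00910 in WT, so it describes the lists poorly.

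The overlapping share of the WT list (35.9%) became 31.8% at fold 5, 31.1% with equal numbers, 24.9% with an overlap of 50% of both peaks and 40.1% for peaks within 500 bp. For the Terc-/- list (16.7%) it became 21.6% at q 3, 32.5% at q 5, 25.6% at fold 5, 29.6% with equal numbers, 12.1% at 50% overlap, 18.3% within 500 bp and 7.24% with low-copy peaks only. The share of shared regions with the higher fold in Terc-/- (37.8%) reversed to 84.1% by pileup over background (80.9 to 86.9) and to 78.1% at regions far above both calling limits (71.9 to 83.2), and became 33.2% at q 5, 42.1% with equal numbers, 32.8% at 50% overlap and 3.57% for low-copy peaks.

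The difference in promoter share (0.507 percentage points) became 12.1 with low-copy peaks only. The share of low-copy Terc-/- peaks at promoters (33.3%) became 40.2% at q 3, 44% at q 5, 48.0% at fold 5, 48.5% with equal numbers, 28.4% at 1 kb and 22.2% for protein-coding genes. The intergenic difference (8.45 points) was lost with low-copy peaks only (-4.56, 95% interval -16.5 to 6.71), and became 4.20 at q 5, 4.53 at fold 5 and 5.02 with equal numbers. Genes with a promoter peak in Terc-/- only (328) became 180 at q 3, 80 at q 5, 134 at fold 5, 126 with equal numbers, 213 at 1 kb, 162 for protein-coding genes and 168 with low-copy peaks only. In WT only (77) they became 40 at q 5, 51 at 1 kb, 116 at 3 kb, 26 for protein-coding genes and 17 with low-copy peaks only. The fixed gene lists had 0 genes with a peak at every setting in WT, and in Terc-/- they had 1, Col1a2, at 3 kb around the TSS.

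The difference in the share near the distal ends (-1.34 points) was lost at 50 Mb (0.662, 95% interval -2.34 to 3.64), and became -2.82 at 20 Mb, -4.92 with low-copy peaks only and -5.70 at either end. The ratio on chromosome 6 (2.41) became 1.58 at q 5, 1.53 at fold 5, 1.27 with equal numbers and 11 with low-copy peaks only (95% interval 2.87 to 42.2). The difference in masked bases (1.14 points) became -5.39 with low-copy peaks only. Terc-/- peaks with a YY1, Elk1 or MafK consensus (0.370%) became 0% at q 5, 0.126% at fold 5, 0.129% with equal numbers, 0.123% in a 100 bp window, 0.137% without promoter peaks and 2.58% with low-copy peaks only. The CCAAT box in low-copy Terc-/- peaks (15.5%) became 10% at q 5, 9.82% in a 100 bp window and 8.53% without promoter peaks.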

Other observations

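The test of chance for chromosome 6 was fixed before its result was seen, and all other tests in this part were chosen after.

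Proximal chromosome 6 had few Terc-/- peaks outside longer-unit tandem repeats. The 3.26 peaks per 1000 dinucleotide runs, against 4.35 in the lowest window of the other chromosomes, argue against the number of such runs as the reason. A window as low occurred in 0.6% of 1000 simulations that spread peaks by these runs. The window width and the kinds of sequence counted were chosen after the values were seen. The simulation does not allow for that choice, so it cannot decide on chance. The number of TSSs as a reason is not settled. The lowest of all windows on other chromosomes has 34 peaks, so a comparison limited to those with as few TSSs could not come out lower. Per TSS, 4 of 245 windows have as few peaks.

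The study describes a deletion of part of chromosome 6, from exome copy number in G3 and G4 Terc-/- ESCs and from Hi-C in G4 Terc-/- ESCs. Its coordinates are not given in the sources used here. Loss of both copies of the whole region in every cell would leave no fragments from it. The region held 3 Terc-/- microsatellite peaks of 7 to 9 fragments, for example near Mir148a. Their sequence has a median 31-mer count of 1 or 2 in the genome. Placement of fragments in error at simple repeats was not tested, so these peaks cannot settle that reading. Loss of 1 of 2 copies in every cell may be involved but cannot be settled: the 25 peaks lie above the 7 to 21 expected from thinning all pileups by a factor of 2, and the 12 shared regions have a median log2 ratio of 0.52 in pileup over background (bootstrap interval -0.15 to 1.37) against -0.20 expected. Random sets of regions from the other autosomes had a median as low in 12.4% of draws, so the shared regions do not set this region apart. These values lean against loss across the whole window, but the range is simulated and shared regions are those that kept enough fragments to be called, so loss of a shorter stretch or in part of the cells stays open. The rules for these 2 readings were revised after the values were seen.

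Telomeric repeats at the distal ends had nearly the same pileup over background in both libraries. A telomeric repeat content at most 0.5 of that in WT, with unchanged accessibility, would give a median log2 ratio of -1 or lower, and the value was -0.059 with a first quartile of -0.09. These regions may share fragments, so the quartile does not measure the spread over chromosome ends. The paper names the Terc-/- cells of its ATAC-seq figures as G4. By restriction fragment analysis and Q-FISH it found the shortest telomeres in G4 Terc-/- ESCs. Pileup at assembled ends is a different measure, so the values here do not test that result. Background may not be a common scale for both libraries: shared longer-unit tandem repeats gave 0.88 and shared low-copy regions -0.21 (0.66 and 0.04 at regions far above both calling limits), so the kinds of sequence differ and the scale cannot be settled from 1 library per genotype. Fold enrichment, with a median log2 ratio of -0.53 at these ends, was lower in Terc-/- by more. This was not particular to telomeric repeats. The median was -0.59 at 29 shared low-copy regions, -0.66 at 11 interspersed multi-copy regions and -0.53 at 10 mitochondrial-like regions. It was -0.12 at longer-unit tandem repeats and 0.06 at microsatellites.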
